A study of Mus musculus with 56 samples. Its data were reported in "A multi-tissue multi-omics analysis reveals distinct kineztics in entrainment of diurnal transcriptomes by inverted feeding" (2021).

How the data were processed

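Poly(A) RNA from the kidneys of 56 female C57BL/6J mice was sequenced as paired-end reads on a BGISEQ-500 instrument, per the labels. The mice had food only during the day (daytime-restricted feeding, DRF) or only during the night (nighttime-restricted feeding, NRF). Kidneys were taken at zeitgeber time (ZT, hours after lights on) 0, 4, 8, 12, 16, 20 and 24, with 4 mice for each regimen and time point, which made 14 groups. One table with 17027 genes and all 56 samples was used, and 1 of its NRF ZT24 columns carried a number that was not among the replicate numbers of the labels, so it is called the NRF ZT24 library with no number.

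The authors named the deposited values TPM, and the design of the comparisons had assumed TPM on a linear scale. The deposited values were taken to be in another unit: each gene's log2(CPM + 1) divided by a gene length, scaled to nearly the same sum in every sample. The column sums lay between 999145 and 999753, the largest value was 1266, and the product of a value and the gene's exon length took the discrete steps that whole read numbers give. CPM here means the reads of a gene scaled by an effective library size. The aligner, the counting tool and the annotation behind the table were not stated in the labels.

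Reads were recovered from the table by finding, for each sample, the effective library size and the scale factor at which the values became whole reads. Gene lengths were the union of exons in GENCODE M21 (GRCm38), which gave whole reads for 14536 genes, and a search over other lengths gave whole reads for 1162 more. Whole-read genes made up 92.2% of the genes, and in them 96.88% of the values above 0 were whole reads, with 96.42% in the lowest library. Another 1194 genes had fractional reads and 135 could be given no length. Both kinds were left out of the genes tested, except Nr1d1 and Dbp, which were kept with their annotated lengths because the comparisons needed them. The genes with fractional reads did count, at annotated lengths, in the reads of recovered genes and in the scores of the marker lists that name them (4 blood, 2 interferon response, 1 liver and 1 renal cortex gene). The level, mesor and amplitude in TPM of Nr1d1 and Dbp depend on that assumed length, and the phases and ratios of their TPM cosines do not. Recovered reads were divided by length and scaled to TPM on a linear scale. The effective library sizes were 24.8 to 28.9 M reads (M for mega), and the reads of recovered genes, used here as the depth, totalled 25.84 to 28.48 M.

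Genes with a mean TPM of at least 1 over the 56 samples were tested, which left 12408 genes, and values were taken as log2(TPM + 1). Rhythms were tested in each regimen on its own 28 samples with limma 3.58.1 in R 4.3.3, with a mean-variance trend and a moderated F test of a cosine of 24 h. ZT24 was put at the same phase as ZT0. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called rhythmic, and those called under both regimens were called dual-oscillating. The phase is the time of the peak of the fitted cosine and the amplitude is its height above the mean. The phase shift is the DRF phase minus the NRF phase, taken between -12 and 12 h, so a negative shift is an earlier peak under DRF. Dual-oscillating genes with an absolute shift of at most 4 h were classed as phase-locked, those of at least 8 h as phase-inverted and the others as intermediate. Errors of shares and medians over genes are standard deviations (SD) over 100 bootstraps of mice within groups, because genes are not independent replicates. Differential rhythm was tested with limma as the interaction of regimen with both cosine terms.

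The mesor is the mean over clock time. Its difference between regimens, the difference at each time point and the difference between ZT24 and ZT0 were contrasts of 1 limma fit of all 14 groups, in which ZT0 and ZT24 shared the weight of 1 clock time for the mesor. A 12-h component was tested as a pair of 12-h cosine terms added to the 24-h terms. For 10 clock genes, a 24-h cosine was fitted to TPM in each regimen, and differences in mesor, amplitude and phase were tested with 2-sided permutation tests that exchanged regimen labels within time points with 100000 resamples. The smallest p they can give is 1e-05, and p-values were adjusted over the 30 tests. Such an exchange assumes no difference of any kind between regimens. A p for 1 parameter is therefore not specific to it where another parameter differs. Profile alignment is the mean correlation, over dual-oscillating genes, between the DRF profile and the NRF profile moved by 0 to 20 h in steps of 4 h. For 8 gene lists, the median absolute phase shift of the dual-oscillating members was set against 10000 random sets of dual-oscillating genes of the same size and similar mean expression. The lists were clock genes, aminoacyl-tRNA synthetases, PPARA targets and fatty acid oxidation, cholesterol synthesis, heat shock and cold-inducible genes, glucocorticoid targets, FOXO and insulin-responsive genes, and renal transport.

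Marker lists for adrenal gland, adipose tissue, liver, pancreas, blood, immune cells, renal cortex, renal medulla and cell cycle were also written in advance, and lists for urothelium and interferon response were added after the data were seen. A list's score is the mean of log2(TPM + 1) over its genes. The comparisons, the 8 gene lists, the first 9 marker lists, the alternatives and the rule for naming genes were set before the data were examined. The rule named the 10 clock genes and members of the gene lists. Among genes with a mean TPM of at least 10, it also named the 3 phase-locked and the 3 phase-inverted genes with the largest value of the smaller of their amplitudes. It named the 3 largest rises and the 3 largest falls in mesor with the same direction at all 7 time points, and the largest rise and fall at each time point among called genes whose groups of 4 did not overlap. Last, it named the 2 genes of largest amplitude rhythmic under 1 regimen only with an interaction adjusted p under 0.05. Of the genes so named, 2 are not reported here. Coordinates are on GRCm38 with GENCODE M21, and group values are means ± SD of 4 mice.

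The alternatives were a pseudocount of 0.1, every gene above 0 or a mean TPM of at least 5, median-of-ratios rescaling, each time point left out, a JTK_CYCLE-type rank test with phases in steps of 2 h, and that test combined with a Lomb-Scargle test. They also included an adjusted p under 0.01, a 1.5-fold minimum, 1 fit of both regimens, no trend, 24-h and 12-h terms together, a cosine on the other scale, class borders of 3 and 9 h, classes by the 95% interval of the shift, the cosine intercept as mesor, only the compared groups in the fit, the replicate number as a block, and each replicate or library left out. Alternatives chosen after seeing the data were the deposited values taken as TPM, only genes with at least 90% whole reads, genes of assumed length added, limma voom on recovered reads, and the urothelial score as a covariate.

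The read recovery was tested on simulated data of 4000 genes, in which all 3321 genes with a correct annotated length and all 272 with a wrong one got their true length, and 0 got a wrong one. The rhythm tests were run on 12408 simulated genes. All 400 seeded rhythmic genes and 0 others were called in both regimens, with a median phase error of 0.34 h under NRF. The seeded amplitude was 2 times a gene's residual SD, and noise was independent between genes. Weaker rhythms and noise shared between genes were thus not tested. In the NRF test 27 other genes were called rhythmic, and 10 genes not seeded with an inverted phase were called differentially rhythmic. Of 200 seeded mesor changes 96% were called, with 8 calls among the other genes. In simulated clock genes, the permutation test of phase gave a p under 0.05 in 2 of 40 cases without a shift and in 40 of 40 with an advance, whose mean estimate was -3.02 h. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for read recovery and plots.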

Results

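Kidney transcriptomes were measured in 28 mice under NRF and 28 mice under DRF, with 4 mice at each of 7 time points over 24 h. The reads of recovered genes totalled 25.84 to 28.48 M per library, and 417 to 887 genes were listed at 0 in a library. Across genes, the correlation between replicate libraries of a group had a median of 0.989 and a lowest value of 0.969, and genes are not independent replicates. For every pair of replicates, 84 pairs in all, the variance between mice was at least 2.82 times the counting noise of the reads, with a median of 5.83 times. Counting noise is only the sampling error of reads, and mice also differ biologically, so this ratio does not test the depth or the quality of the libraries.

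To ask which transcripts oscillated under each regimen, a 24-h cosine was fitted in each. Under NRF, 6733 of 12408 genes were rhythmic with an adjusted p under 0.05, which was 54.3% of the genes tested. Under DRF, 4453 genes were rhythmic, or 35.9%. The alternative that moved these counts most was a minimum peak-to-trough ratio of 1.5, which left 1597 genes under NRF and 725 under DRF. Both regimens shared 3151 dual-oscillating genes, compared with 2416 if the calls had been independent. The median amplitude of dual-oscillating genes was 0.21 under NRF and 0.18 under DRF on the log2 scale. Rhythms were called under NRF only in 3582 genes and under DRF only in 1302 genes. A call under 1 regimen is not a difference between regimens, so the interaction was tested. It had an adjusted p under 0.05 in 2338 of the genes called under NRF only (65.3%) and in 626 of those called under DRF only (48.1%). Among all genes, 5625 (45.3%) were differentially rhythmic.

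Among genes with a mean TPM of at least 10 that were rhythmic under NRF only with an interaction, Sdf2l1 (chromosome 16, 17130138 to 17132383) had an NRF amplitude of 1.49 on the log2 scale with an interaction adjusted p of 5.81e-07. Among genes rhythmic under DRF only with an interaction, Nccrp1 (chromosome 7, 28543596 to 28547254) had a DRF amplitude of 0.84 with an interaction adjusted p of 0.0148. Aqp2 (chromosome 15, 99579055 to 99584547) had a DRF amplitude of 0.83 with an interaction adjusted p of 0.00746. Aqp2 is also a marker of the renal medulla, whose marker score varied between libraries. Its DRF mean rose from 246 ± 39.7 TPM at ZT0 to 964 ± 103 TPM at ZT8 (SD, n = 4).

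To determine whether cell-autonomous clocks followed the light-dark cycle or the meals, 10 clock genes were compared on the TPM scale. Nr1d1 (chromosome 11, 98767932 to 98775333) peaked at 7.75 h under NRF and at 5.68 h under DRF, a shift of -2.07 ± 0.436 h (SE, n = 28 per regimen, permutation test, adjusted p 0.00012). Dbp (chromosome 7, 45705088 to 45710203) shifted by -2.69 ± 0.588 h with an adjusted permutation p of 4.3e-05. Per2 (chromosome 1, 91415982 to 91459324) shifted by -2.90 ± 0.502 h and Arntl (chromosome 7, 113207465 to 113314126) by -2.10 ± 0.336 h, each with an adjusted permutation p of 4.3e-05. That value is the adjusted form of the smallest p the permutations can give, 1e-05. A cosine on the log2 scale moved the shifts of Nr1d1 and Per2 most, to -2.64 h and -3.34 h. Of the 10 genes, 8 had a phase shift with an adjusted p under 0.05 and all 8 peaked earlier under DRF. The exceptions were Clock (chromosome 5, 76209868 to 76304792; -0.99 h, adjusted permutation p 0.43) and Nampt (chromosome 12, 32819545 to 32853349; 1.6 h, adjusted permutation p 0.13).

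Amplitudes of the clock genes were lower under DRF. The ratio of the DRF to the NRF amplitude was 0.490 for Nr1d1, 0.630 for Dbp, 0.727 for Per2 and 0.575 for Arntl. Over the 10 genes it ranged from 0.374 for Clock to 0.842 for Npas2 (chromosome 1, 39193731 to 39363236), and the difference had an adjusted permutation p under 0.05 in 9 genes. Cry1 (chromosome 10, 85131700 to 85185064) was the exception, with a ratio of 0.830 and an adjusted permutation p of 0.061. These p-values are not specific to amplitude, because the phase also shifted in most of these genes. For Npas2 the amplitude difference, -1.79 ± 1.16 TPM (SE), was under 2 SE, unlike in the other called genes. The mesor differed in 2 genes, by -27.3 TPM for Nr1d1 (adjusted permutation p 0.006) and by -30.7 TPM for Dbp (adjusted permutation p 0.049). These calls were not found in the limma mesor contrast on the log2 scale. There, the mesor differed by -0.12 for Nr1d1 (limma adjusted p 0.506) and by 0.22 for Dbp (limma adjusted p 0.3), the opposite direction. Only Nr1d2 of the 10 genes was called in that contrast, with 0.24 ± 0.06 (SE, limma adjusted p 0.00572). The contrast also differs in the weights of ZT0 and ZT24, in the test and in the adjustment, which was over all genes tested. The change of calls thus cannot be put down to the scale alone. At ZT8, Nr1d1 was 217 ± 20.9 TPM under NRF and 123 ± 24.8 TPM under DRF (SD, n = 4). The highest group mean of Dbp was 256 ± 18.2 TPM at ZT12 under NRF and 177 ± 43.5 TPM at ZT8 under DRF. That of Per2 was 73.3 ± 3.16 TPM at ZT16 under NRF and 62.4 ± 10.8 TPM at ZT12 under DRF.

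**Figure D1:**
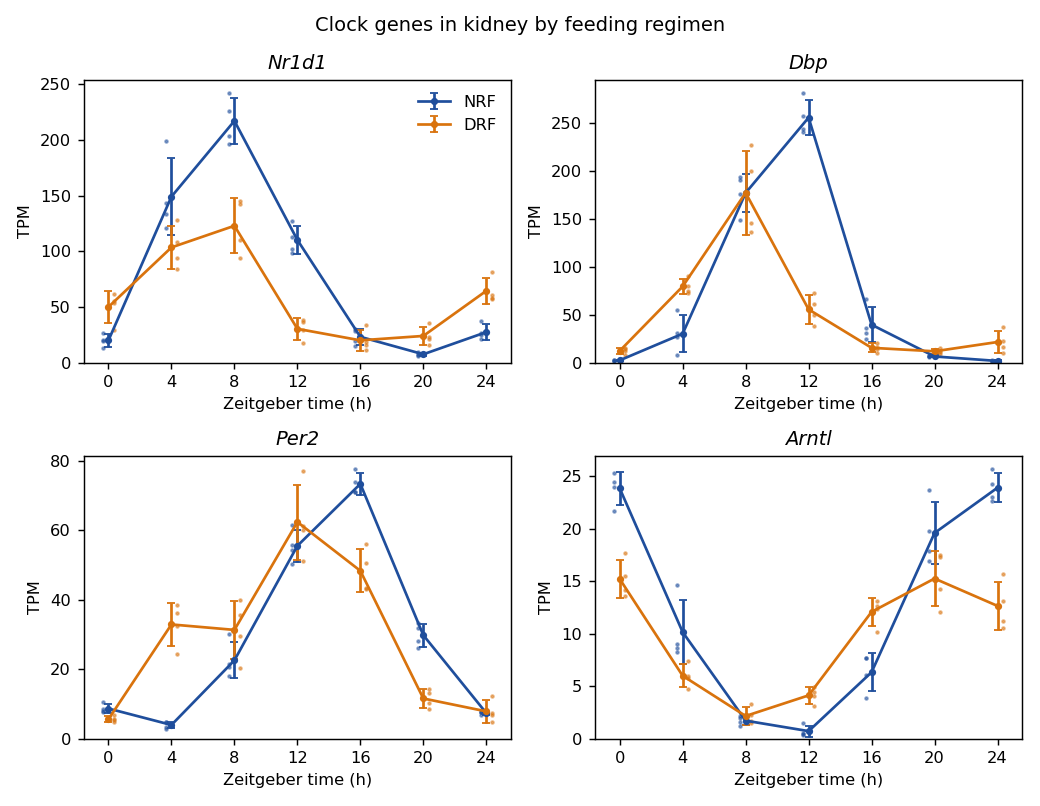
TPM of clock genes (vertical axis) against zeitgeber time in hours (horizontal axis) under NRF and DRF, with a point for each mouse and lines through the means of 4 mice with SD. Nr1d1 reached 217 TPM under NRF and 123 TPM under DRF at ZT8.

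To ask how the transcriptome as a whole followed the inverted meals, the phase shifts of the 3151 dual-oscillating genes were classed. Phase-locked genes numbered 1170, a share of 37.1% ± 2.10 (bootstrap SD). Phase-inverted genes numbered 923 (29.3% ± 2.19), and 1058 genes (33.6% ± 1.39) were intermediate. Shifts spread evenly around the clock would give 33.3% in each class. These shares depended on how the values were scaled. After median-of-ratios rescaling the phase-locked share was 30.5% and the phase-inverted share 37.8%, so their order changed. The alternative that moved the phase-locked share most required the 95% interval of the shift to lie inside a class, which left 16.1% phase-locked and 11.2% phase-inverted. Leaving out ZT16 moved the phase-inverted share most, to 47.8%. The median standard error of a gene's shift was 1.22 h, and the median absolute shift was 5.46 h.

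All 923 phase-inverted genes and 1029 of the 1058 intermediate genes were differentially rhythmic, compared with 389 of the 1170 phase-locked genes. The DRF peak was the earlier one in 72.9% ± 1.31 of dual-oscillating genes, and the median shift of phase-locked genes was -1.44 h. The median log2 ratio of the DRF to the NRF amplitude was -0.21 ± 0.0587 (bootstrap SD), and the amplitude was lower under DRF in 2019 genes (64.1%). Phase-inverted genes peaked mostly at 4 to 8 h (35.6%) and 20 to 24 h (33.3%) under NRF. Under DRF their peaks fell mostly at 20 to 24 h (44.6%) and 8 to 12 h (29.3%).

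**Figure D2:**
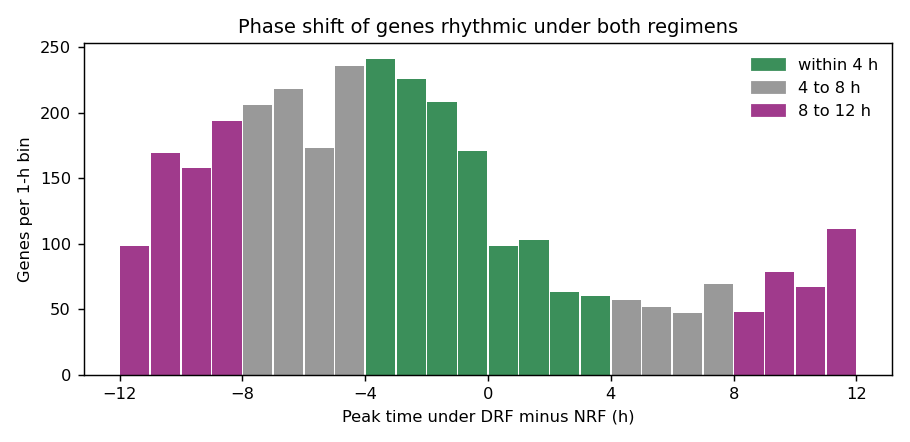
Number of dual-oscillating genes (vertical axis) by phase shift in hours, DRF phase minus NRF phase (horizontal axis), in bars by class. The bars hold 1170 phase-locked, 1058 intermediate and 923 phase-inverted genes, and 72.9% of the genes lie on the side of an earlier DRF peak.

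Among genes with a mean TPM of at least 10, the 3 phase-locked genes with the largest smaller amplitude were Dbp, Ciart and Per2. Ciart (chromosome 3, 95878503 to 95882251) shifted by -2.33 ± 0.440 h (SE) on the log2 scale. The corresponding phase-inverted genes were Angptl4, Cyp24a1 and Pdk4. Angptl4 (chromosome 17, 33773750 to 33781830), whose length was found by search, shifted by 9.55 ± 0.464 h. Its mean was 107 ± 34.4 TPM at ZT8 under NRF and 102 ± 46.2 TPM at ZT20 under DRF (SD, n = 4). Cyp24a1 (chromosome 2, 170482708 to 170497145) shifted by -9.53 ± 1.12 h. Pdk4 (chromosome 6, 5483351 to 5496309) shifted by -11.4 ± 0.558 h, with 102 ± 30.1 TPM at ZT8 under NRF and 340.0 ± 113 TPM at ZT20 under DRF.

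Without a cosine, the DRF profile of each dual-oscillating gene was correlated with its NRF profile moved by steps of 4 h. The mean r was 0.131 ± 0.0301 (bootstrap SD) for unmoved profiles and 0.213 ± 0.0239 for profiles moved by 20 h, which is 4 h earlier. At 16 h, which is 8 h earlier, it was 0.130 ± 0.0243, about as high as for unmoved profiles. It was -0.16 ± 0.0289 at 4 h, -0.30 ± 0.0293 at 8 h and -0.01 ± 0.0312 at 12 h. The best match was at 0 h for 752 genes, at 20 h for 747 genes, at 12 h for 640 genes and at 16 h for 580 genes. Median-of-ratios rescaling moved the mean r at 0 h most, to 0.0743.

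Groups of genes with a known function were compared next. Of the 19 clock genes in the list, 19 were rhythmic under NRF and 17 under DRF, or 19 under each regimen with p-values adjusted over the list alone. All 17 dual-oscillating members were phase-locked, with a median absolute shift of 1.91 ± 0.179 h (bootstrap SD). That was at percentile 0.06 of random sets of dual-oscillating genes. In the cholesterol synthesis list, 10 of 18 tested genes were dual-oscillating and 8 of them phase-inverted, with a median absolute shift of 11 ± 0.50 h at percentile 99.99. PPARA targets and fatty acid oxidation genes had 14 dual-oscillating members among 23 tested, of which 13 were phase-inverted, and a median absolute shift of 10.8 ± 0.348 h, at least as large as in all 10000 random sets. Aminoacyl-tRNA synthetases had 7 dual-oscillating members among 19 tested, with 6 phase-inverted and a median absolute shift of 10.4 ± 0.815 h at percentile 99.38. Median-of-ratios rescaling moved that value most, to 8.67 h.

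Other lists did not stand apart from random sets. The median absolute shift was 4.64 ± 0.623 h for 7 FOXO and insulin-responsive genes at percentile 42.7. It was 3.02 ± 0.553 h for 8 glucocorticoid targets at percentile 9.14, and 2.46 ± 0.513 h for 7 renal transport genes at percentile 9.18. Only 2 heat shock and cold-inducible genes were dual-oscillating, with a median absolute shift of 7.27 ± 0.362 h at percentile 75.9. The interaction of regimen and rhythm had an adjusted p under 0.05 in 18 clock, 12 aminoacyl-tRNA synthetase, 20 PPARA and fatty acid oxidation, 17 cholesterol synthesis, 8 glucocorticoid, 9 FOXO and insulin-responsive and 9 renal transport genes. These counts were the same with p-values adjusted over the list alone. For heat shock and cold-inducible genes the count was 10 over all genes tested and 13 adjusted over the list alone.

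To find the level differences at each time of day, DRF was compared with NRF at each time point. The number of genes with an adjusted p under 0.05 was 2105 at ZT0, 3431 at ZT4, 1891 at ZT8, 2316 at ZT12, 607 at ZT16, 2091 at ZT20 and 1827 at ZT24. The alternative that changed each count by the largest factor was a 1.5-fold minimum, which left from 120 genes at ZT16 to 558 at ZT4. Higher genes under DRF made up 51.3% of the calls at ZT0, 36.5% at ZT4, 39.5% at ZT8, 38.6% at ZT12, 45.8% at ZT16, 63.5% at ZT20 and 34.6% at ZT24. After median-of-ratios rescaling they were 52.1% at ZT0, 57.0% at ZT4, 48.0% at ZT8, 49.2% at ZT12, 50.4% at ZT16, 46.8% at ZT20 and 48.0% at ZT24. With the deposited values taken as TPM, chosen after seeing the data, they were 50.7%, 48.2%, 50.3%, 53.1%, 51.4%, 45.6% and 51.04% in the same order. The prevailing direction thus depended on the scaling at each time point except ZT0. At ZT4, 2 of 35 splits of the 8 libraries, the real one included, gave as many genes. At each of the other 6 time points the real split alone did.

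**Figure D3:**
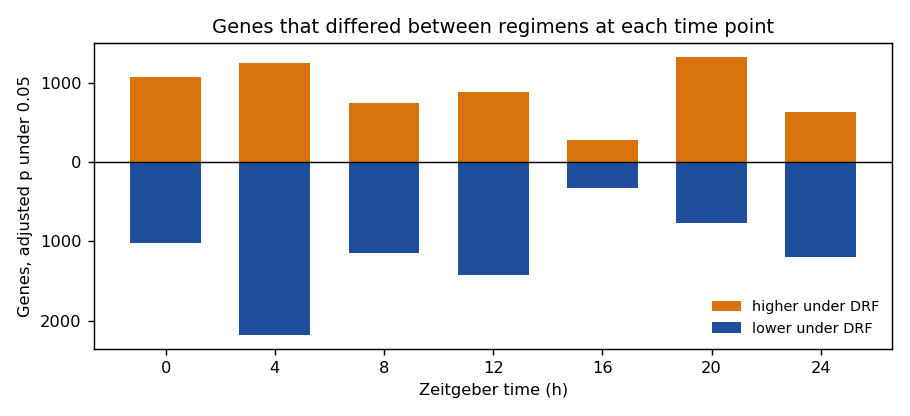
Number of genes with an adjusted p under 0.05 between DRF and NRF (vertical axis), higher and lower under DRF, at each time point (horizontal axis, zeitgeber time in hours), from 4 mice per group. ZT4 has 3431 genes and ZT16 has 607.

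Among genes with a mean TPM of at least 10, the largest rise and the largest fall between non-overlapping groups of 4 mice are given for ZT4 to ZT20, with limma adjusted p-values. At ZT4, Nat8f5 (chromosome 6, 85817218 to 85820972) was higher under DRF by 3.09 ± 0.36 on the log2 scale (SE, adjusted p 1.24e-08), and Clec2h (chromosome 6, 128662385 to 128677374) differed by -2.25 ± 0.31 (adjusted p 3.37e-07). At ZT8 they were Srebf1 (chromosome 11, 60199089 to 60222581; 1.58 ± 0.16) and Angptl4 (-3.77 ± 0.42). At ZT12 they were Arntl (1.61 ± 0.18) and Dbp (-2.22 ± 0.32). At ZT16, Depp1 (chromosome 6, 116650609 to 116652794) was higher by 2.87 ± 0.49 with an adjusted p of 0.000288, and Irf7 (chromosome 7, 141262706 to 141266481) differed by -1.38 ± 0.28 with an adjusted p of 0.00171. At ZT20 they were Pdk4 (3.49 ± 0.33) and Sdf2l1 (-1.51 ± 0.19), and the largest rise at ZT24 was that of Dbp (2.92 ± 0.32). Irf7 belongs to the interferon response genes, whose level varied between NRF groups of mice.

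Averaged over clock time, 1160 genes had a different mesor, 390 higher and 770 lower under DRF. After median-of-ratios rescaling 50.9% of the calls were higher and with the deposited values 45.1%, compared with 33.6% before, so the prevailing direction depended on the scaling. Across alternatives the count was from 409 genes, with replicate 3 of every group left out, to 2789 without ZT20. Among genes with a mean TPM of at least 10 and the same direction at all 7 time points, the largest rise was that of Cyp4a14 (chromosome 4, 115486200 to 115496142), by 0.94 ± 0.07 on the log2 scale (SE, limma adjusted p 1.54e-13). Apoa2 (chromosome 1, 171225054 to 171226379) rose by 0.76 ± 0.13 and Guca2b (chromosome 4, 119656607 to 119658954) by 0.35 ± 0.06. Apoa2 also belongs to the liver marker list. The largest falls among such genes were in Ifi27l2a (chromosome 12, 103442167 to 103443680; -0.91 ± 0.16), Ifit1 (chromosome 19, 34640871 to 34650009; -0.87 ± 0.11) and Irgm1 (chromosome 11, 48861968 to 48871683; -0.72 ± 0.10). Ifi27l2a and Ifit1 are interferon response genes as well.

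ZT0 and ZT24 are the same clock time 1 day apart, so their difference measures drift or differences between collection days. Under NRF, 87 genes differed with an adjusted p under 0.05, 41 higher and 46 lower at ZT24. This count moved most, to 36, among genes with a mean TPM of at least 5. Under DRF 0 genes differed, with 515 at an unadjusted p under 0.05 and a smallest adjusted p of 0.447. The regimen effect differed between ZT24 and ZT0 in 0 genes, with 523 at an unadjusted p under 0.05 and a smallest adjusted p of 0.888. The difference between 87 and 0 genes is thus not shown to be a difference between regimens.

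A 12-h component was tested in each regimen, since the study looked for 12-h rhythms in other tissues. It had an adjusted p under 0.05 in 84 genes under NRF and in 3060 genes under DRF, of which 60 were shared. The interaction of regimen with the 12-h terms was not tested. These counts thus do not show for any gene that its 12-h component differed between regimens. Without ZT4 the counts were 750 under NRF and 1558 under DRF, and without replicate 3 of every group the NRF count was 2. Of the 3060 genes, 1384 also had a 24-h rhythm under DRF. Their median 12-h amplitude was 0.17 under DRF and 0.07 under NRF on the log2 scale, and their median 24-h amplitude was 0.13 under DRF and 0.20 under NRF. Choosing genes by their component under DRF favours a larger amplitude there, and over all genes tested the median ratio of the DRF to the NRF 12-h amplitude was 1.54. The first peak fell between 2 and 6 h in 38.9% of them and between 8 and 12 h in 55.1%. With sampling every 4 h, a 12-h cycle is covered by few points, and its shape within the cycle could not be resolved.

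Heat shock and cold-inducible genes were the list with the most 12-h components under DRF, 14 of 14 tested, and 2 had one under NRF. Under NRF 13 of them had a 24-h rhythm and under DRF 2 did. Hspa8 (chromosome 9, 40800984 to 40810087) had its NRF maximum of 4665 ± 353 TPM at ZT16, where it was 3741 ± 205 TPM under DRF (SD, n = 4). At ZT4 it was 1544 ± 99.7 TPM under NRF and 4305 ± 232 TPM under DRF. Hsp90aa1 (chromosome 12, 110690605 to 110702728) was 747 ± 133 TPM at ZT4 and 671 TPM at ZT16 under DRF, and 898 TPM at ZT16 under NRF. The cold-inducible gene Cirbp (chromosome 10, 80165985 to 80172786) had its low values at these times, with 16 TPM at ZT16 under NRF, 23.8 TPM at ZT4 under DRF and 20.5 TPM at ZT16 under DRF.

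**Figure D4:**
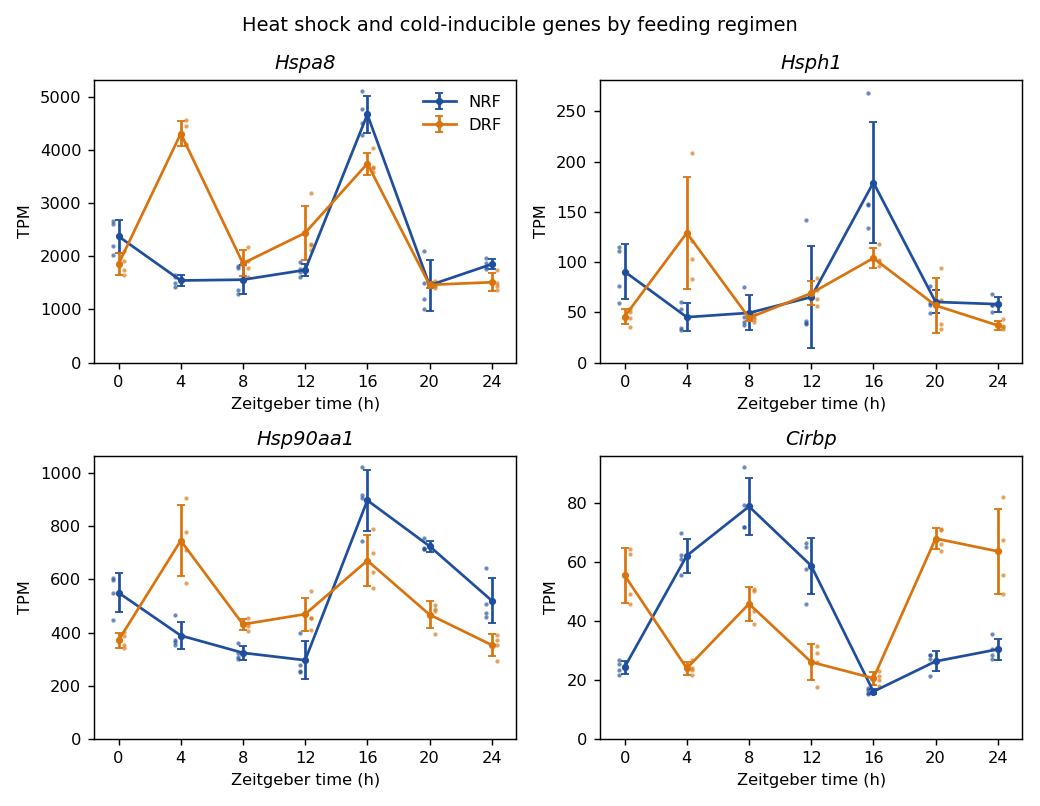
TPM of heat shock genes and of Cirbp (vertical axis) against zeitgeber time in hours (horizontal axis) under NRF and DRF, with a point for each mouse and lines through the means of 4 mice with SD. Hspa8 has its highest NRF mean, 4665 TPM, at ZT16, with 2373 TPM at ZT0, and under DRF stands at 4305 TPM at ZT4 and 3741 TPM at ZT16.

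The libraries also differed in ways that the groups did not explain. The first principal component of the deviations from group means held 39.2% of the variance within groups and the second 12.8%. The urothelial score had an r of 0.951 and a rho of 0.946 with the first component over the 56 libraries, each with a permutation p of 1e-05, the smallest the permutations can give. Over 11 lists the adjusted p was 2.7e-05 for r and 3.7e-05 for rho, and r was 0.948 without the 2 farthest libraries. The list was added after the data were seen, and its 7 genes were among those that gave the component. These p-values are thus not independent evidence of a source. The renal medulla list, written in advance, had an r of 0.891. The urothelial score did not differ by group (permutation p 0.935). With it as a covariate, 1155 genes differed between regimens at ZT16. Labels named 0 batches, so no relation could be recomputed within batches.

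**Figure D5:**
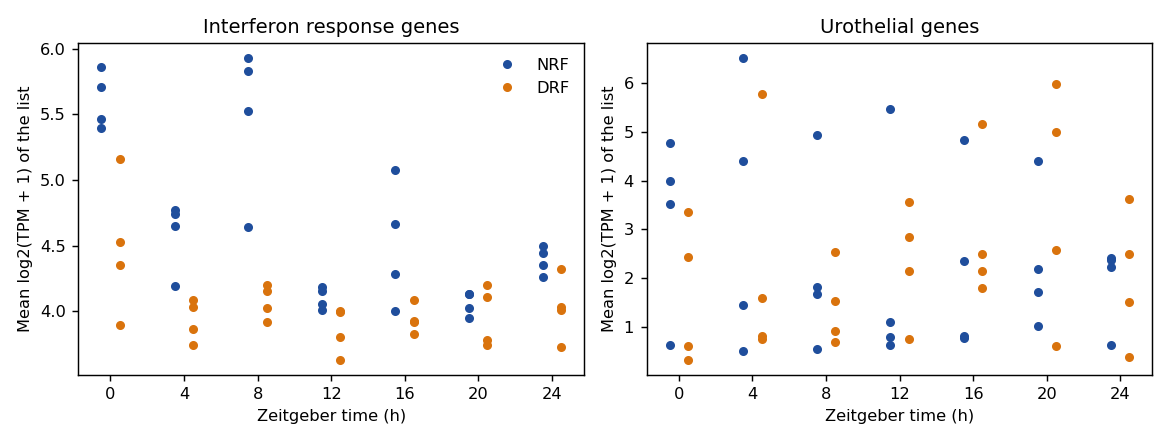
Scores of the interferon response and urothelial lists, means of log2(TPM + 1) over a list's genes (vertical axes), against zeitgeber time in hours (horizontal axes), with a point for each of the 56 libraries under NRF and DRF. The interferon score averages 5.61 at NRF ZT0 and 4.39 at NRF ZT24, and the urothelial score varies from 0.332 to 6.50 between libraries.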

Values the study reported

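For kidney, the study classed 37.11% of dual-oscillating genes as phase-locked and 39.11% as phase-inverted. It placed the clusters of renal phase-inverted genes near ZT9 and ZT23. Clock genes in kidney and heart were reported to shift by 0–3 h. For the 10 pathways most enriched in kidney, shifts were reported to range from 4 h for the cellular response to insulin to 9–10 h for amino acid activation. Across the tissues examined, the study gave 10%–30% as the rhythmic part of the transcriptome and counted 1167–2859 genes rhythmic under both regimens.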

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

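All tests in this part were chosen only after the result was seen, except the 3 tests on genes listed at 0 in NRF ZT16 replicate 2. In each group of 4 mice, the effective library size, the reads of whole-read genes, the genes listed at 0, the share of the 10 most abundant genes, the levels of Nr1d1, Dbp, Per2 and Arntl and those of the genes named at its time point were searched for a library far from the other 3. Of 134 sets of 4 values, 8 had such a library, and chance gives about 1 in 20, or 6.7. No pattern among the 8 is therefore above what chance gives, and the design gives no biological explanation for a single mouse, so none was tested beyond the clock times below.

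In NRF ZT16 replicate 2, only 504 genes were listed at 0, compared with 750 to 773 in the other 3 libraries. This library had 27.63 M reads of recovered genes, 0.12 M more than the next one, so a part of depth in the difference stays open. Its effective library size, 28.12 M compared with 25.73 to 26.46 M, is a scaling factor rather than depth, as examined below. Its urothelial score was 2.47 above that of the next library, with a spread within groups of 1.82 over all libraries. A larger piece of renal pelvis or medulla is a candidate explanation for more genes with reads. Its adipose score, 5.67, differed by -0.07 from the next library, replicate 1, which had 750 genes listed at 0. Replicates 3 and 4, with adipose scores of 0.80 and 0.76, had 773 and 759. In this group an adipose score that high thus did not by itself go with few genes at 0. This rests on replicate 1 alone, so a part of adipose tissue in the difference is not excluded.

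The 10 most abundant genes of each library held 22.7% of TPM in DRF ZT20 replicate 2, compared with 13.7% to 14.6% in the others of its group, and 19.1% in NRF ZT12 replicate 4, compared with 15.4% to 16%. The gene Kap alone made up 99.2% of the excess in the first and 110% in the second, where the other abundant genes were lower. A single gene of the proximal tubule thus may account for both, whether through the piece of tissue taken or the individual mouse. Without DRF ZT20 replicate 2, the number of genes that differed at ZT20 was 2749.

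Arntl stood at 14.7 TPM in NRF ZT4 replicate 1, compared with 8.30 to 8.99 TPM in the others, and at 1.51 TPM in NRF ZT12 replicate 1, compared with 0.373 to 0.5 TPM. If those mice were at another clock time, the other 9 clock genes would give another time as well, beyond the spread between mice. That time would be earlier at ZT4, where Arntl falls, and earlier or later at ZT12, where Arntl is near its trough. They put NRF ZT4 replicate 1 at -1.2 h and NRF ZT12 replicate 1 at -0.7 h relative to the mean of the other 3 mice, with a spread within groups of 0.604 h. NRF ZT12 replicate 1 also had the highest adipose score of all libraries, 7.10. Its urothelial score was 5.47, compared with 0.63 to 1.1 in the others of its group. A part of the piece of tissue in its Arntl level was not tested and is not excluded.

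Nr1d1 stood at 81.8 TPM in DRF ZT24 replicate 2, compared with 57.1 to 60.8 TPM in the others. Its clock time from the other 9 genes was also -1.2 h from the mean of the others, with a spread of 0.901 h, but an earlier clock would have lowered Nr1d1 at this time. Per2 stood at 6.72 TPM in NRF ZT24 replicate 3, compared with 7.53 to 7.60 TPM. The clock time of this library differed by -0.433 h with a spread of 0.684 h. An earlier clock would have raised Per2 here, since it fell from 29.8 TPM at NRF ZT20 to 3.93 TPM at NRF ZT4. In all 4 libraries an individual clock time cannot be told apart from chance, because the differences are under 2 times the spread between mice.

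DRF ZT12 replicate 3 had 24 M reads in whole-read genes, compared with 23.2 to 23.3 M in the others of its group. This range lies inside that of all libraries, 22.4 to 24.9 M, and no explanation was tested.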

How the results depend on the processing

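Of 528 alternative values of the 20 gene contrasts picked by the naming rule, 528 kept their direction and their side of the threshold. The 4 clock gene shifts tested did so as well, from -2.20 to -1.95 h for Nr1d1, -2.82 to -2.55 h for Dbp, -3.22 to -2.63 h for Per2 and -2.36 to -1.80 h for Arntl across the 4 fits that each left out a replicate number. The number of differentially rhythmic genes stayed between 3982 and 6594 in all alternatives. The counts of 0 between ZT24 and ZT0 stayed at 0. The prevailing direction of the calls did not hold under other scalings at 6 of 7 time points and for the mesor, with the shares given above. For all other changes below the cause was not tested, unless a sentence names it.

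The order of the phase-locked and phase-inverted shares, 37.1% and 29.3%, depended on the processing. After median-of-ratios rescaling they were 30.5% and 37.8%, and with the deposited values taken as TPM, chosen after seeing the data, 30.7% and 39.3%. They were 45.3% and 24.5% without ZT0, 42.3% and 18.2% without ZT4, 26.1% and 44.2% without ZT8, 39.99% and 25.7% without ZT12, 27.4% and 47.8% without ZT16, 44.2% and 22.3% without ZT20, and 43.4% and 24.7% without ZT24. The rank test gave 44.9% and 34.5%, an adjusted p under 0.01 gave 42.6% and 25.8%, and both cosine terms gave 33.7% and 32%. A peak-to-trough minimum of 1.5 gave a phase-locked share of 42.5%, and limma voom, also chosen after seeing the data, 34.5%. Narrower classes hold fewer genes by construction, with 27.6% and 21.6% at borders of 3 and 9 h, and 16.1% and 11.2% by the 95% interval. Across fits that left out a replicate or a library, the phase-locked share was 33.4% to 44.03% and the phase-inverted share 22.9% to 33.5%. Neither share is thus shown to be the larger.

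The amplitude ratio stayed below 0. It was -0.0884 without ZT8, -0.0373 without ZT12, -0.11 without ZT16, -0.30 without ZT20 and -0.14 without ZT24, and from -0.19 to -0.10 across the fits without a replicate number. Profile alignment at 0 h fell to 0.0743 after median-of-ratios rescaling and to 0.0797 with the deposited values.

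Stricter calls left fewer genes by construction. An adjusted p under 0.01 left 2451 genes rhythmic under DRF, 1563 dual-oscillating and 559 with a changed mesor. The peak-to-trough minimum left 1597 under NRF, 725 under DRF and 416 dual-oscillating. A 1.5-fold minimum left 346 genes at ZT0, 558 at ZT4, 446 at ZT8, 419 at ZT12, 120 at ZT16, 317 at ZT20 and 292 at ZT24. With only the compared groups in the fit, and so fewer samples, the counts were 1376 at ZT4, 168 at ZT16, 700 at ZT20 and 56 for ZT24 against ZT0 under NRF. A mean TPM of at least 5 left 36 of the latter, with fewer genes tested. The rank test, which is another test at the same threshold, gave 1989 dual-oscillating genes. The cosine intercept gave 771 genes with a changed mesor, leaving out ZT20 gave 2789, and leaving out ZT16 gave 2071 dual-oscillating genes.

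The ZT16 count rose to 950 after rescaling, 1008 with voom and 1155 with the urothelial score, and was 344 to 590 in fits without 1 of its libraries, the lowest without DRF ZT16 replicate 2. Fits with fewer mice gave 2390 to 5093 genes rhythmic under DRF, 1482 to 3391 dual-oscillating, 409 to 1575 with a changed mesor and 53 to 73 for ZT24 against ZT0 under NRF, where the lowest of the first 3 was without replicate 3 in every group.

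The 12-h component under NRF, 84 genes, changed by more than 1.5 times in 10 of 17 alternatives. It was 153 after rescaling, 54 with the deposited values, 128 with voom, and, with time points left out after seeing the data, 750 without ZT4, 676 without ZT8, 426 without ZT12, 165 without ZT16, 287 without ZT20 and 32 without ZT24. The DRF count was 1558 without ZT4. Without a replicate number, with fewer mice, they were 2 to 68 under NRF and 1690 to 2238 under DRF, the lowest without replicate 3 and without replicate 1.

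With the replicate number as a block, the NRF 12-h count was 25. The numbers did not pair the samples: over genes, deviations from group means of same-numbered libraries had a mean r of 0.0105, compared with -0.00062 for the others, so no paired value is given elsewhere.

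Median absolute shifts of gene lists moved by more than their bootstrap SD as follows. After rescaling they were 8.67 h for aminoacyl-tRNA synthetases, 10.3 h for PPARA and fatty acid oxidation, 11.5 h for cholesterol synthesis and 1.83 h for renal transport. A cosine on TPM gave 10.3 h for cholesterol synthesis, 7.70 h for heat shock and 2.32 h for glucocorticoid genes. Leaving out ZT24 gave 6.28 h for heat shock and 1.93 h for renal transport, and leaving out ZT0 gave 2.27 h for glucocorticoid and 3.996 h for FOXO genes. Without a replicate number they were 9.63 to 11.4 h for aminoacyl-tRNA synthetases, 10.1 to 10.9 h for PPARA, 10.1 to 11.6 h for cholesterol synthesis, 7.04 to 7.93 h for heat shock and 1.71 to 2.13 h for renal transport genes.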

Other observations

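All tests in this part were chosen only after the result was seen, except that counting other splits of the samples was planned for every comparison of groups. In those counts, the real split is included and 100 regroupings were drawn where there were more.

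Of 35 splits of the 8 libraries into 4 and 4, the real one was the only 1 to give as many genes at ZT0, ZT8, ZT12, ZT16, ZT20 and ZT24, and for ZT24 against ZT0 under NRF. For ZT24 against ZT0 under DRF, with 0 genes, all 35 did, and for the regimen effect between ZT24 and ZT0 all 100 regroupings did. Exchanging regimen labels within time points gave a result as large in 1 of 100 regroupings, the real one, for the phase-inverted share, a phase-locked share as low, the amplitude ratio, differential rhythm and the mesor. The largest other mesor count was 1049, near the real 1160. Moving libraries across time points gave 1 of 100 for rhythms under NRF, under DRF and under both, 1 of 100 for the 12-h component under DRF and 2 of 100 for that under NRF, where the other regrouping gave 288 genes.

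At ZT4, 2 of 35 splits gave as many genes, so the count of 3431 is not set apart from other splits of the libraries. The other split, with 4745 genes, put DRF ZT4 replicate 4 with NRF ZT4 replicates 1, 3 and 4. Its members had a mean urothelial score of 4.29, compared with 1.15 in the others. With that score as a covariate, the real split gave 3728 genes, the largest other one 2564, and 1 of 35 splits gave as many as the real one. A difference in the piece of kidney is thus a candidate explanation for the larger split, and not for the real one.

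The largest variation within groups may reflect an unequal share of renal pelvis and medulla. Besides the urothelial score, the renal medulla score had an r of 0.891 and a rho of 0.920 with the first principal component, and an r of 0.871 without the 2 farthest libraries. The renal cortex score had an r of -0.73 and a rho of -0.75, with -0.70 without those 2. Each had a permutation p of 1e-05 for r and rho, the smallest the permutations can give, and adjusted p-values over 11 lists of 2.7e-05 and 3.7e-05. Kidney expressed 7 of 7 urothelial, 7 of 7 medulla and 6 of 6 cortex genes at a mean TPM of at least 1. Upk3a ranged from 0 to 104 TPM and Psca from 0.155 to 517 TPM between libraries. Depth had an r of 0.249 with this component by reads of whole-read genes (permutation p 0.065) and 0.212 by those of all recovered genes (permutation p 0.116), which argues against depth as its main source. The adipose score had an r of 0.561 and a rho of 0.432 (permutation p 1e-05 and 0.0011, adjusted 2.7e-05 and 0.0021, r 0.519 without 2 libraries). With the urothelial score held, its partial r was 0.0440, which argues against adipose tissue as the source.

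Other lists were less related to the first component. The interferon score had an r of 0.358 and a rho of 0.454 (permutation p 0.0072 and 0.00053, adjusted 0.013 and 0.0012, r 0.353 without 2 libraries), with 15 of 15 genes expressed. For liver (7 of 7 genes expressed), blood (6 of 6), immune cells (5 of 6) and cell cycle (5 of 5), r was 0.0351, -0.16, 0.0965 and 0.0951, rho was -0.05, -0.16, 0.0848 and 0.104, and the smallest permutation p was 0.23 (adjusted 0.35). The adrenal and pancreas lists had values for only 4 of 10 and 2 of 7 genes and decide nothing.

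Single libraries had high adipose marker genes, which is consistent with adipose tissue around the kidney. Over 8 of the list's 9 genes, the median pairwise r of deviations from group means was 0.882. NRF ZT12 replicate 1 had the highest values, with 355 TPM for Adipoq, 2200 TPM for Cfd, 511 TPM for Fabp4 and 132 TPM for Ucp1, whereas Adipoq, Cfd and Ucp1 were at 0 in other libraries. Of the 9 genes, 8 had a mean TPM of at least 1, and the median over libraries was 2.01 TPM for Adipoq, 8.45 TPM for Cfd, 42.8 TPM for Fabp4 and 0.156 TPM for Ucp1.

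The deposited values may hold another unit than their name says. With the scale fitted on 8308 genes, 85.76% of the values above 0 in another 8308 genes came out as whole reads at their annotated lengths, compared with 10.71% with lengths exchanged between genes. With the deposited values taken as TPM, the phase-locked share was 30.7% and the phase-inverted share 39.3%, and with TPM recovered they were 37.1% and 29.3%. The scale of the values therefore bears on which class is the larger.

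The effective library size behind the deposited values may be the total of reads times a trimmed mean of M-values factor. On the log scale it had an r of 0.9999 with that product over the 56 libraries, and of 0.613 with the total alone. It had an r of 0.778 with the first principal component and the factor one of 0.887 (permutation p 1e-05 each, the smallest the permutations can give), so this relation may follow the composition of the libraries and is not evidence of depth.

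Abundant genes may explain why total scaling and median-of-ratios rescaling ordered the shares differently. Kap took from 3.18% to 15.8% of TPM in a library and the 10 genes of highest mean TPM over all libraries took from 10.1% to 22.6%. With TPM recomputed without those 10 genes, the phase-locked share was 32.6% and the phase-inverted share 34.8%. A 24-h cosine fitted to the log2 size factors had an amplitude of 0.0523 ± 0.0179 (SE) under NRF and 0.0225 ± 0.0169 under DRF. Under DRF no such rhythm is shown, since an amplitude cannot be negative and this one is near its SE. A time-of-day change of total RNA cannot be excluded.

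Several technical explanations of the 12-h component under DRF were examined. If time labels had been exchanged, some exchange of them would lower the residual sum of squares of the clock genes around smooth curves. Of 20 exchanges tried, 0 did, and the sum was 62.0 as labelled and 91.2 in the best exchange. Unequal tissue shares and scaling to the total are also argued against, as 3796 genes had a 12-h component with the urothelial score as a covariate and 3798 after median-of-ratios rescaling. The 12-h phases were similar in both regimens, with a median difference of 1.34 h where chance gives 3 h. Biological differences between regimens remain untested.

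For heat shock and cold-inducible genes, a candidate explanation is that the DRF profile adds a part that stays with the light-dark cycle and a part that moved with the meals by 12 h. Fitted to the 14 genes, the NRF profile and its copy moved by 12 h had weights of 0.762 and 0.949 and an R2 of 0.762, compared with 0.0254 for the unmoved and 0.287 for the moved copy alone. This would be in line with a temperature or feeding signal at both times, which was not measured. For the 3060 genes with a 12-h component, 1 pair of weights fitted to all of them, 0.537 and 0.510, gave an R2 of 0.127. Noise between mice leaves 0.908 of the variance of their DRF profiles and 0.901 of that of their NRF profiles, so such a sum with common weights is argued against for these genes as a set.

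Interferon response genes were high at NRF ZT0, with a mean score of 5.61 ± 0.216 (SD, n = 4), and at NRF ZT8, with 5.48 ± 0.584. The list was written after such genes had been seen among the largest changes, and Ifit1, Ifi27l2a and Irf7 belong to it. For NRF ZT0, a rhythm alone is argued against, because it exceeded NRF ZT24 at the same clock time by 1.22 (exact 2-sided permutation p 0.0286, the smallest 4 against 4 mice allow). A single library is argued against, because the lowest NRF ZT0 library was 0.894 above the highest NRF ZT24 library. More immune cells are argued against, since the immune score moved by -0.40 between NRF ZT24 and NRF ZT0 (exact permutation p 0.0571). These comparisons cover NRF ZT0 only. At NRF ZT8, where the scores of the libraries lay between 4.64 and 5.93, the same explanations were not tested and stay open. The labels named 0 cages, shipments or collection batches, so a batch that coincides with these groups cannot be told apart from a response of the mice. Of 13 tested genes of the list, 13 had a lower mesor under DRF, and 12 did without ZT0 and ZT8, where the median difference was -0.42 rather than -0.66. The lower mesor of interferon genes may thus rest in part on these groups of mice.

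Clock times estimated from the 10 clock genes lay within 3.2 h of the label in every library. The largest mean error, 2.25 h, was at DRF ZT4, whose 4 libraries were placed at 5.0 to 7.2 h. Eif2s3y, a Y-linked gene, ranged from 0 to 0.431 TPM in all libraries, and Xist, Ddx3y, Kdm5d and Uty were not analysed here. There were 0 identical columns in the table.

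The rhythmic share was 54.3% of the genes tested under NRF and 35.9% under DRF, both above the range quoted from the study. That range is of the transcriptome, whereas these shares are of the 12408 genes with a mean TPM of at least 1. The same calls over all 17027 genes of the table would give lower shares. With a peak-to-trough minimum of 1.5 the calls were 1597 and 725 of 12408 genes. Of 24 alternatives, 23 left the NRF count and 22 the DRF count within 1.5 times the main one. The comparison thus depends on the genes counted and, for a few alternatives, on the calling rule. The study's rule was not applied here.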
